A study of Mus musculus with 24 samples. Its data were reported in "Oxidant-Induced Alterations in the Adipocyte Transcriptome: Role of the Na,K-ATPase Oxidant Amplification Loop" (2020).

How the data were processed

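RNA from adipose tissue of 24 mice was sequenced, with 6 mice in each of 4 groups, and groups and replicate numbers were taken from the sample labels. Per the labels, stranded mRNA libraries were prepared. According to the methods of the study, the authors sequenced paired reads of 50 bp, trimmed them with Trimmomatic, aligned them to the mouse genome GRCm38 with HISAT2 and counted reads per gene with the GenomicAlignments package. The strand setting of the counting step and the annotation release were not given in the sources used here. The authors deposited raw counts per gene, normalized values and FPKM. The deposited normalized signal equalled the raw count divided by 1 size factor per library (0.292 to 1.77), and the deposited FPKM equalled the normalized value times 1 constant per gene. The raw counts were used for the main tests, and FPKM for alternatives. No column of per-sample values was left without a sample.

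Gene symbols, coordinates and strands came from the GENCODE M21 annotation of GRCm38, in which 54165 of 54232 gene identifiers (99.9%) were found. A gene was said to overlap an opposite-strand gene when their annotated exons share at least 1 base. Overlapping and antisense genes are uncertain in these counts, since it is not stated whether the counting used strand.

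Genes with more than 10 counts summed over the 24 libraries were kept (26116 genes, of which 16977 were protein-coding). Differential expression was tested with edgeR 4.0.16 in R 4.3.3, using scaling by the trimmed mean of M values (TMM), robust dispersion estimates and the quasi-likelihood F-test on 1 fit of 4 group means. The Benjamini-Hochberg adjusted p had to be under 0.1. Standard errors are the absolute log2 fold change divided by the square root of F. The common dispersion was 0.509, a biological coefficient of variation of 71.4%. Libraries held between 679250 and 2979505 counts, so genes of few counts were measured with low precision.

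The 6 contrasts, the tests, the alternatives planned for them, the rule for named genes and 28 gene lists were fixed before the data were examined. By that rule the text names the 8 signalling genes, Src (the target of the NaKtide peptide), Adipoq (the promoter of the transgene) and, per contrast, the called genes of largest fold change in each direction with a mean of at least 1 CPM, passing over unnamed gene models. Some genes under this rule are not reported here. Members of the marker lists could be named as such. The process lists were tested with limma 3.58.1 camera on log2 CPM (prior count 2, correlation between genes of 0.01), with fry and with an estimated correlation. Marker lists of cell types and tissues were summed per library and not tested between groups. The testis germ cell list was added after the first list sums had been seen and before its own values were.

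Alternatives were DESeq2 size factors, library size scaling, no filter, the filterByExpr filter, DESeq2 1.42.0, limma voom with sample weights, a fit on the compared groups only, the replicate number as a block, an adjusted p under 0.05, limma on log2(FPKM + 1) and on log2(FPKM + 0.1), and leaving out each library of the 2 compared groups in turn for PNx against Control and PNx+NaKtide against PNx (each PNx library for the share of opposite signs and the correlation). The gene counts of all 6 contrasts, the process lists in camera, this share, the correlation and the number of calls among the signalling genes were later computed without each of the 24 libraries as well, a choice made after seeing the data. Single genes were refitted only without libraries of the compared groups. Fold changes on the log2(FPKM + pseudocount) scale understate the change of low genes. For each contrast 100 splits of the samples were compared, the real one included, by the edgeR counts. Reference values for opposite signs came from 50 simulated data sets.

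The tests were checked on simulated counts for PNx against Control (24980 genes, of which 200 were changed). A further list of 30 genes was shifted in PNx, and calls of these were not taken as false. With the dispersions of the real libraries, edgeR called 36.0% of the changed genes and 4.00% of its calls were false. DESeq2 called 46.5% with 26.8% false, and voom called 35.0% with 14.6% false. Genes were drawn independently of each other in a single simulated data set, whereas genes in these libraries vary together. These shares of false calls therefore need not hold for the real libraries. No pair of libraries of a group agreed within sampling noise, since the lowest chi-square per degree of freedom was 1.57 (Control replicates 5 and 6).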

Results

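RNA sequencing was performed on adipose tissue of 24 mice in 4 groups of 6. Their age was 10 weeks by the description of the series. The methods of the study instead give a range of ages, at purchase and so before surgery. Partial nephrectomy (PNx) removes most of the kidney mass and serves as a model of renal failure, and sham-operated animals served as controls. All animals received a lentivirus whose adiponectin promoter, which is active in adipocytes, drove either green fluorescent protein (GFP) or NaKtide, a peptide taken from the Na,K-ATPase that is intended to block signalling through the kinase Src. The groups are named Control (sham with GFP), NaKtide (sham with NaKtide), PNx (nephrectomy with GFP) and PNx+NaKtide (nephrectomy with NaKtide), with 1 library per mouse.

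The count table held 54232 genes, of which 37857 had at least 1 count and 26116 had more than 10 counts summed over the 24 libraries. The libraries were shallow. Total counts per library ranged from 1538612 to 2366069 in Control, from 679250 to 2053464 in NaKtide, from 1619842 to 2979505 in PNx and from 1281905 to 1907222 in PNx+NaKtide. A count of 0 allows up to 3 counts, which corresponds to 1.01 CPM (counts scaled to the same total in every library) in the deepest library and to 4.42 CPM in the shallowest. This limit covers counting error only.

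Before the groups were compared, the strand of the counts was examined, since it bears on every gene value that follows. Of the genes matched to the annotation, 9017 (16.6%) share exon bases with a gene on the opposite strand, and they hold 27.1% of all exon bases. These genes held 79.7% of all counts, with a range from 70.0% to 86.5% over the libraries. Of the 100 genes with most counts, 96 had such an overlap. The mitochondrial genome showed the same asymmetry. The only mRNA on its minus strand, mt-Nd6 (singled out after its values were seen; positions 13552 to 14070 of the mitochondrial chromosome, GRCm38), had 403137 counts per kb, and the 12 mRNAs on the plus strand had 5968 counts per kb together. The ratio was 67.6 over all libraries and lay between 21 and 194 in single libraries. Among 305 annotated antisense genes that share at least 500 exon bases with 1 protein-coding gene, the antisense gene had the higher count in 211 pairs (69.2%). The counts of a gene in this table can therefore hold reads of the gene opposite to it, and the values of single genes are to be read with that limit.

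**Figure D1:**
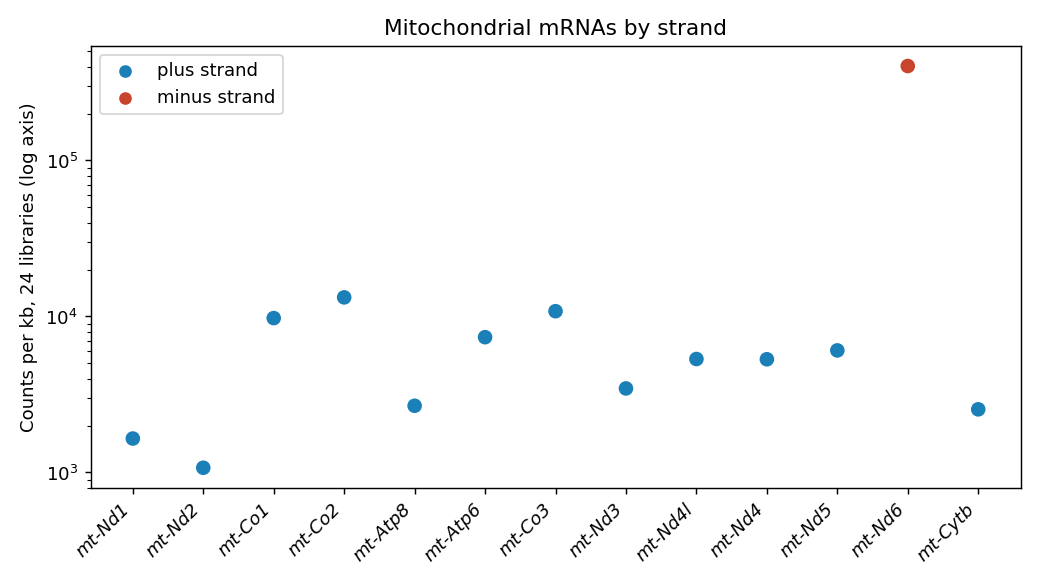
Counts per kb of each mitochondrial mRNA summed over the 24 libraries (log axis), ordered along the mitochondrial genome and coloured by strand. The minus-strand gene mt-Nd6 sits at 403137 counts per kb, above all 12 plus-strand genes, of which the highest is mt-Co2 with 13254 counts per kb.

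The libraries of the PNx group were less alike than those of the Control group. The median Spearman correlation between libraries of a group was 0.880 in Control, 0.797 in NaKtide, 0.764 in PNx+NaKtide and 0.568 in PNx. The distance of a library from its group was taken as the median over genes of the absolute log2 CPM difference from the median of the other 5 libraries. It was 0.84 ± 0.17 (SD, n = 6) in PNx and 0.44 ± 0.03 (SD, n = 6) in Control. A two-sided permutation test over the 924 assignments of these distances gave p = 0.00216 for this difference (n = 6 per group), which is the smallest value these assignments can give. The distances were not recomputed under each assignment, and those of a group depend on each other, so this p is not exact. No alternative moved this difference across the threshold, and the largest value, 0.55, came with genes of a mean CPM of at least 1. The first principal component held 44.8% of the variance. PNx replicates 1, 2 and 3 had scores of 233.5, 199.9 and 190.7 on it, and the next highest library, PNx+NaKtide replicate 2, had 77.8. PNx replicates 4, 5 and 6 had scores of -80.5, -78.9 and -26.7. The second component (16.2%) set PNx replicate 6 (183.7) and NaKtide replicate 6 (175.3) apart from the other libraries.

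**Figure D2:**
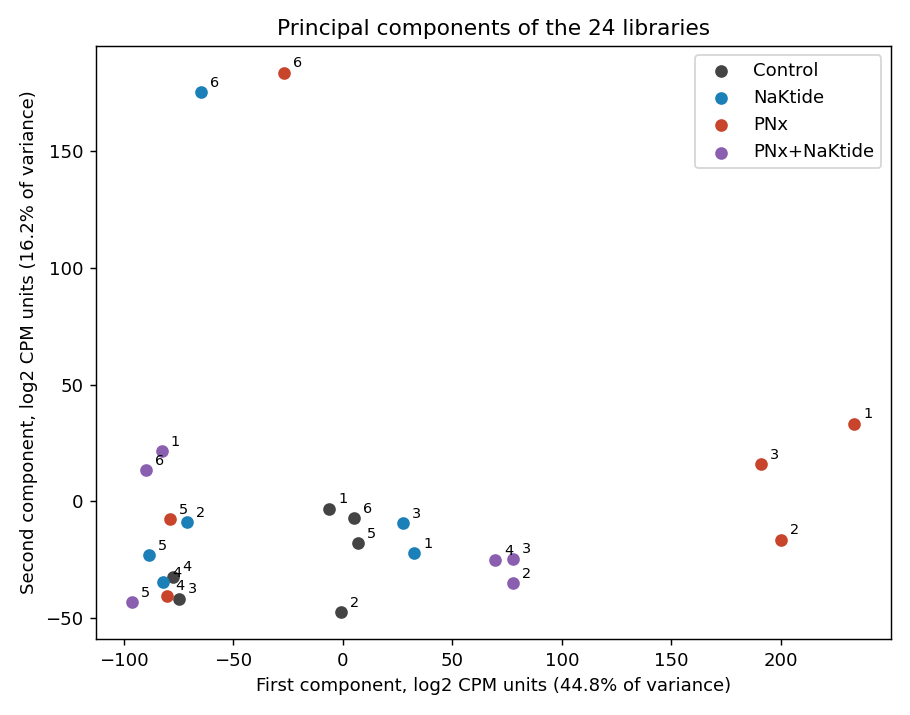
First and second principal component of log2 CPM in the 24 libraries, with the share of variance on each axis; points are libraries, coloured by group and numbered by replicate. PNx replicates 1, 2 and 3 lie at 190.7 or more on the first component, and PNx replicate 6 and NaKtide replicate 6 lie at 175.3 or more on the second.

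Lists of marker genes, fixed as described under processing, were summed per library as a check of what the libraries hold. The epididymis list (15 genes, none with an opposite-strand overlap) had a median of 1499 CPM and ranged from 30.5 to 3204 CPM. It lay between 782 and 2621 CPM in the 6 Control libraries. The lowest values were 30.5 CPM in PNx replicate 1, 34.5 CPM in NaKtide replicate 6, 193 CPM in PNx replicate 6 and 314 CPM in PNx replicate 2. The adipocyte list (30 genes) had a median of 773 CPM, and its highest values were 13849 CPM in PNx replicate 6 and 7648 CPM in NaKtide replicate 6. The skeletal muscle list reached 6009 CPM in NaKtide replicate 6, against a median of 102 CPM. The testis germ cell list (20 genes, written later than the others) had a median of 224 CPM and values of 818, 475 and 977 CPM in PNx replicates 1, 2 and 3 and 639 CPM in PNx replicate 6. In NaKtide replicate 6 this list stood at 651 CPM, nearly all of it from Sycp3, which overlaps Chpt1 on the opposite strand and had 652 CPM scaled by the trimmed mean of M values. The sperm list had a median of 494 CPM and reached 2240 CPM in PNx replicate 3.

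**Figure D3:**
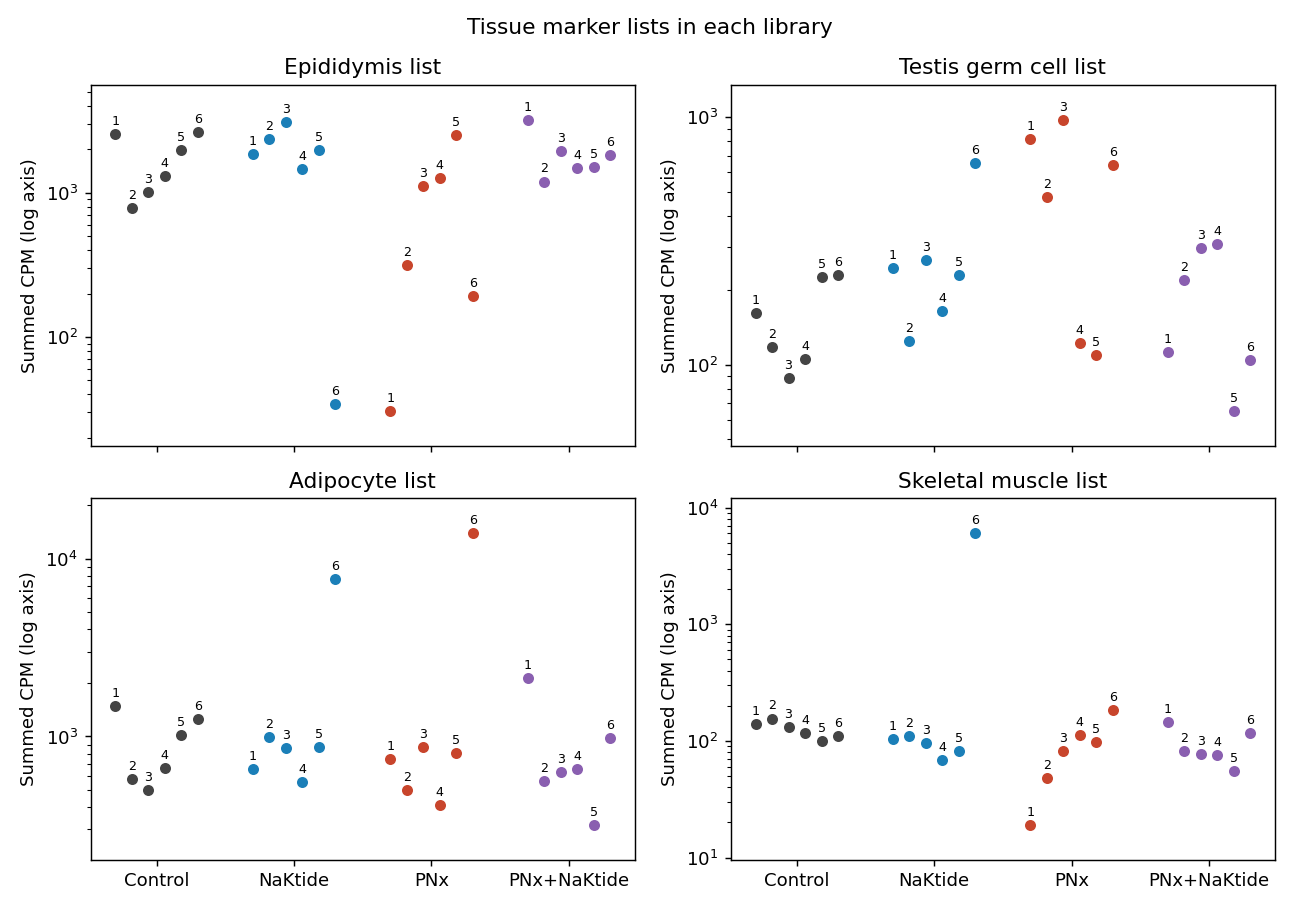
Summed CPM (log axis) of the epididymis, testis germ cell, adipocyte and skeletal muscle lists in each library, by group; points are libraries and numbers are replicates. The adipocyte list is highest in PNx replicate 6 (13849 CPM) and NaKtide replicate 6 (7648 CPM), while the epididymis list is at 782 CPM or more in all Control libraries.

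The highest library sums of the remaining lists were as follows. The erythrocyte list reached 2260 CPM, the endothelium list 1058 CPM, the fibroblast progenitor list 362 CPM and the liver list 136 CPM, all in PNx replicate 6. The macrophage list also peaked there with 534 CPM. The kidney list stood at 468, 591 and 501 CPM in PNx replicates 1, 2 and 3 and at 590 CPM in PNx replicate 6. The brown fat list stood at 101, 76.7 and 63.8 CPM in PNx replicates 1, 2 and 3, and the T cell list at 27.2, 25.6 and 21.7 CPM, against at most 30.7 and 10.9 CPM in the other libraries. The pancreas list reached 9.40 CPM in PNx replicate 1. The mesothelium list reached 355 CPM and the immediate early list 271 CPM in PNx+NaKtide replicate 6, the adrenal list 207 CPM in PNx+NaKtide replicate 3 and the B cell list 135 CPM in NaKtide replicate 6. The X-linked female list reached 18.5 CPM in PNx replicate 4 and the Y-linked male list 34.6 CPM in PNx replicate 6.

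The comparison of PNx with Control asks for the effect of nephrectomy in animals without NaKtide. In edgeR's quasi-likelihood test, 20 of 26116 genes passed a Benjamini-Hochberg adjusted p of 0.1, all of them lower in PNx. All 20 had the same adjusted p of 0.0943, so the call lay close to the threshold. At an unadjusted p under 0.05 there were 6636 genes (25.4%), of which 4838 were higher and 1798 were lower in PNx, and the median log2 fold change of all genes was 0.36 (0.02 without PNx replicate 6). The number of called genes depended strongly on the processing. DESeq2 called 7764 genes (6861 higher, 903 lower), edgeR with DESeq2 size factors called 8696 (7971 higher, 725 lower), and limma voom with sample weights, which moved the count most, called 16654 (8550 higher, 8104 lower). The fit on the Control and PNx libraries alone called 0 genes, with 6289 at an unadjusted p under 0.05. Single libraries decided the count as well. Without PNx replicate 1, 2 or 3 it fell to 0, and likewise without Control replicate 1, 2, 3 or 4. It was 129 without Control replicate 5, 164 without Control replicate 6, and 7213, 5986 and 3782 without PNx replicate 4, 5 and 6. Libraries outside the comparison, which share the estimate of spread, decided it too. The count was 0 without NaKtide replicate 1, 2, 3, 4 or 5 or any single PNx+NaKtide library, with 6362 to 7131 genes at an unadjusted p under 0.05, and 107 without NaKtide replicate 6. At an unadjusted p under 0.05 the 6636 genes became 4214 without PNx replicate 1 and 4418 without PNx replicate 3. Of the 20 called genes, 14 overlapped an opposite-strand gene and 4 were annotated as protein-coding. The DESeq2 size factors moved the median log2 fold change of all genes from 0.36 to 0.76, so the direction of single genes is relative to the scaling.

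**Figure D4:**
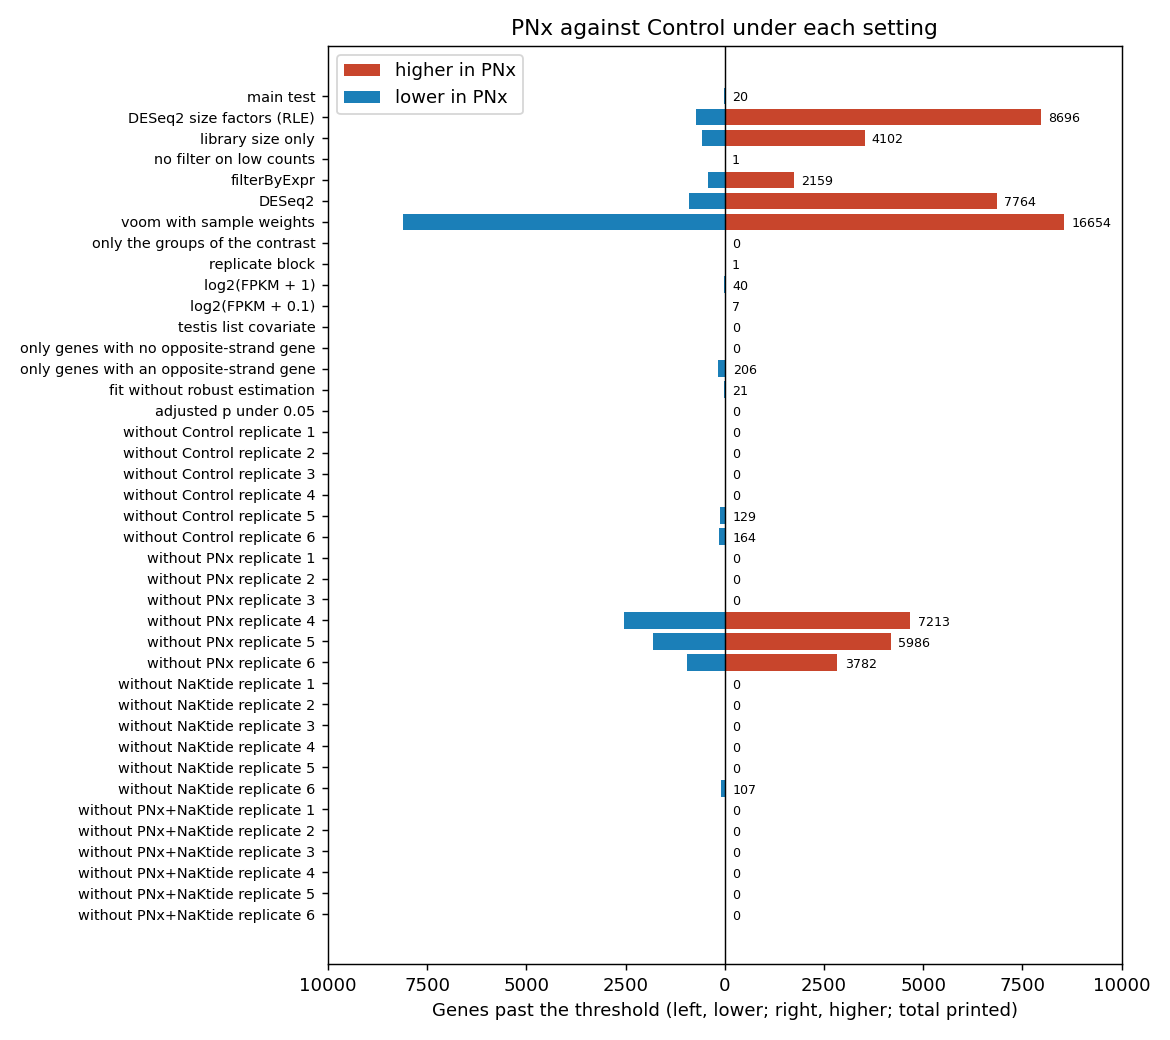
Genes past the threshold in PNx against Control under each setting, with genes lower in PNx to the left and genes higher in PNx to the right of 0 and the total printed beside each bar. The main test gave 20 genes, and the settings ranged from 0 to 16654.

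By the naming rule, 3 called genes are given in full. Dbndd1 (ENSMUSG00000031970, chromosome 8, 123504718 to 123515463, GRCm38; no opposite-strand overlap) had 97.0 ± 59.7 CPM (SD, n = 6) in Control and 22 ± 13.6 CPM (SD, n = 6) in PNx. Its log2 fold change was -2.15 with a standard error of 0.46 (edgeR, adjusted p = 0.0943). Mgme1 (ENSMUSG00000027424, chromosome 2, 144270663 to 144281227), which shares 206 exon bases with Snx5, had 31.3 ± 14.0 CPM (SD, n = 6) in Control and 8.24 ± 4.45 CPM (SD, n = 6) in PNx. Its log2 fold change was -1.94 with a standard error of 0.41 (edgeR, adjusted p = 0.0943). Rnd2 (ENSMUSG00000001313, chromosome 11, 101464999 to 101471853), which shares 226 exon bases with Vat1, had 209 ± 95.2 CPM (SD, n = 6) in Control and 58.9 ± 32.2 CPM (SD, n = 6) in PNx. Its log2 fold change was -1.83 with a standard error of 0.38 (edgeR, adjusted p = 0.0943). All 3 genes were below the Control mean in 6 of 6 PNx libraries. Dbndd1, Mgme1 and Rnd2 lay below the lowest Control library in only 4, 5 and 4 of 6 PNx libraries. Each of them lost its call without PNx replicate 1, 2 or 3, where the edgeR adjusted p lay between 0.232 and 0.261, and without Control replicate 1, 2, 3 or 4, where it lay between 0.184 and 0.253. No gene was called without NaKtide replicate 1, 2, 3, 4 or 5 or any single PNx+NaKtide library.

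The comparison of PNx+NaKtide with PNx asks for the effect of NaKtide after nephrectomy. edgeR called 0 genes, with 3309 (12.7%) at an unadjusted p under 0.05, of which 1064 were higher and 2245 were lower in PNx+NaKtide. DESeq2 called 1514 genes (271 higher, 1243 lower) and limma voom with sample weights, which moved the count most, called 11479 (6272 higher, 5207 lower). The smallest adjusted p in edgeR was 0.35, and the median log2 fold change of all genes was -0.37 (-0.11 without PNx replicate 6). The 3309 genes became 2178 without PNx replicate 3, 5595 without PNx replicate 4 and 5201 without PNx replicate 5. Dbndd1, Mgme1 and Rnd2 had log2 fold changes of 1.17 ± 0.45, 1.64 ± 0.41 and 1.58 ± 0.38 (SE), each with an edgeR adjusted p of 0.357, and were above the PNx mean in 6 of 6 PNx+NaKtide libraries.

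All 20 genes called in PNx against Control (100%) had a log2 fold change of the opposite sign in PNx+NaKtide against PNx. Both comparisons contain the same PNx libraries, which by itself gives opposite signs with no treatment effect. In 50 simulated data sets in which all groups were drawn alike, the 20 genes of lowest p had opposite signs in 95% (median), with a range from 85.0% to 100%. The observed share thus lay within the simulated range. For the 6636 genes at an unadjusted p under 0.05 the observed share was 97.5%, against a simulated median of 87.5% and a highest simulated value of 89.5%. The simulation drew genes independently of each other, whereas genes in these libraries vary together.

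The effect of nephrectomy was also compared between transductions through contrasts that share no library. Across 26116 genes, which are not independent replicates, the log2 fold changes of PNx+NaKtide against NaKtide and of PNx against Control had a Pearson correlation of 0.221. With the labels of the 12 NaKtide-transduced libraries permuted, 22 of 100 draws, the real one included, gave a correlation as high. The permuted values had a median of -0.0731 and ranged from -0.547 to 0.495, so the observed one lay above their median and within their range. The alternative that moved it most, the genes called in PNx against Control alone, gave 0.382, and leaving out PNx replicate 6 gave 0.338. It was 0.108 without PNx+NaKtide replicate 2 and 0.113 without PNx+NaKtide replicate 3.

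In the remaining contrasts edgeR called 0 genes. NaKtide against Control, the effect of NaKtide in sham animals, had 1031 genes at an unadjusted p under 0.05, and DESeq2 and voom called 3 and 2 genes. PNx+NaKtide against NaKtide, the effect of nephrectomy under NaKtide, had 1067, and DESeq2 and voom called 2 and 0 genes. PNx+NaKtide against Control had 942, and DESeq2 and voom called 33 and 314 genes. The interaction, which tests whether the effect of nephrectomy differs between transductions, had 2421 (9.27%), and DESeq2 and voom called 94 and 6662 genes. In 100 splits of the same libraries, the real one included, the median number at this p was 708, 963, 415 and 1344.5 in these 4 contrasts, and 17, 41, 11 and 19 splits gave as many genes as observed. Without NaKtide replicate 6 the 1067 genes became 673, and without PNx replicate 4 the 2421 genes of the interaction became 3798. Leaving out single libraries called 1 gene in PNx+NaKtide against Control (without Control replicate 6), 1 in the interaction (without PNx replicate 4) and 0 otherwise in edgeR.

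A list of 8 genes of Na,K-ATPase signalling, which were also measured by quantitative PCR in the study, was examined. By that PCR the study reported a significant rise of the genes in PNx, which NaKtide reversed. The study took the genes from its own sequencing data, so where these are the same libraries, adjustment over the list is not independent evidence. In edgeR none passed the threshold over all genes in either comparison. Nos3 (ENSMUSG00000028978, chromosome 5, 24364810 to 24384474), which shares 1334 exon bases with Atg9b and Gm15587, rose from 17.1 ± 12.5 CPM (SD, n = 6) in Control to 75.1 ± 73.5 CPM (SD, n = 6) in PNx, a log2 fold change of 2.14 ± 0.89 (SE; edgeR adjusted p = 0.157). Cdkn1a (ENSMUSG00000023067, chromosome 17, 29090976 to 29100727) changed by 1.61 ± 0.68 (SE; edgeR adjusted p = 0.157). Nos3 was above the Control mean in 4 of 6 PNx libraries and Cdkn1a in 5 of 6. Adjusted over the list alone, these 2 genes passed in PNx against Control (edgeR adjusted p = 0.0964 for both), and 0 genes passed in PNx+NaKtide against PNx. Prkca (ENSMUSG00000050965, chromosome 11, 107933387 to 108343928; 30 exon bases shared with Apoh) had only 53 counts in all libraries and a log2 fold change of 2.07 ± 0.98 (SE; edgeR adjusted p = 0.187). Chuk (ENSMUSG00000025199, chromosome 19, 44073335 to 44107480) had 83 counts and Tlr4 (ENSMUSG00000039005, chromosome 4, 66827584 to 66930284) had 24 counts; they changed by 1.17 ± 0.68 and 1.38 ± 0.90 (SE). Without PNx replicate 6 these changes were 0.45 for Chuk and 0.36 for Tlr4, and without Control replicate 1 Chuk changed by 2.16. Creb1 (ENSMUSG00000025958, chromosome 1, 64532645 to 64604548) changed by 0.08 ± 0.42 (SE), which is within its standard error. In PNx+NaKtide against PNx the log2 fold changes ranged from -2.10 ± 1.01 (SE) for Prkca to -0.01 ± 0.42 (SE) for Creb1 among the 6 genes given here. Tlr4 changed by -1.21 in this comparison and by -0.18 without PNx replicate 6, and Chuk by -1.46 and -0.74. The number of calls over both comparisons was 5 with DESeq2 size factors, 4 with DESeq2 and 7 with voom, the setting that moved it most. It was 3 without PNx replicate 4 and 2 without PNx replicate 5.

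**Figure D5:**
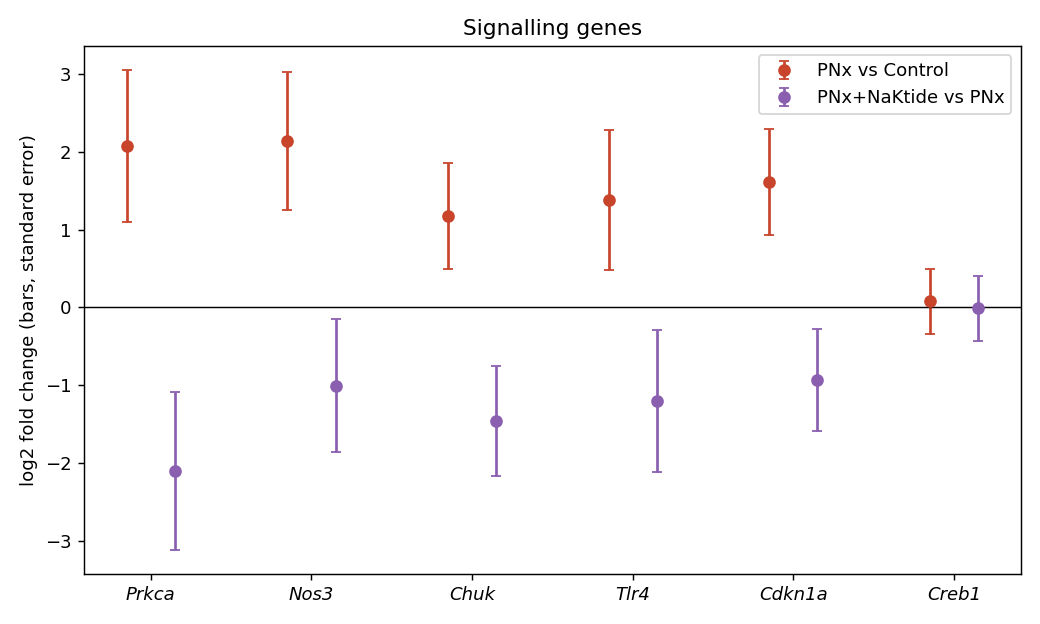
Log2 fold changes of 6 of the 8 signalling genes in PNx against Control and in PNx+NaKtide against PNx; points are edgeR estimates and bars are standard errors, from 6 libraries per group. The largest estimate in PNx against Control is 2.14 for Nos3, and none of them passed the threshold over all genes.

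Of the genes tied to the transgene, Adipoq (ENSMUSG00000022878, chromosome 16, 23146536 to 23158028) had 31.0 ± 19.4 CPM (SD, n = 6) in Control, 115 ± 124 CPM (SD, n = 6) in PNx and 28.3 ± 18.4 CPM (SD, n = 6) in PNx+NaKtide. Its log2 fold changes were 1.89 ± 0.79 (SE; edgeR adjusted p = 0.159) in PNx against Control and -2.01 ± 0.80 (SE; edgeR adjusted p = 0.357) in PNx+NaKtide against PNx. Without PNx replicate 6 they were 1.15 and -1.28. Src (ENSMUSG00000027646, chromosome 2, 157418444 to 157471862) changed by -0.85 ± 0.45 (SE) in PNx against Control (edgeR adjusted p = 0.226) and by -1.33 without PNx replicate 5.

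Camera tests a list relative to all other genes. Of the 10 process lists, 4 passed the threshold in camera in PNx against Control. Cilium assembly (adjusted p = 0.000195), cell cycle (0.00439) and ubiquitin ligation (0.0119) were shifted upwards, with median log2 fold changes of 1.29, 1.00 and 0.92 against 0.36 for all genes. MHC class I presentation (0.00439) was shifted downwards relative to all genes, with a median of -0.17 and a mean of 0.04. Of its 16 genes, 9 overlapped an opposite-strand gene. Genes with such an overlap had a median of 0.03 in this comparison, and genes without one 0.51. In PNx+NaKtide against PNx these medians were -0.14 and -0.48. The shift of this list against all genes was not separated from that difference between gene classes. The same 4 lists passed in camera in PNx+NaKtide against PNx with the directions exchanged, at adjusted p of 0.00158, 0.00222, 0.0295 and 0.00212. Both comparisons contain the same PNx libraries, which by itself favours exchanged directions. No reference value is given here for the lists, so the exchange cannot be assigned to NaKtide. None of these camera calls held under fry, where the lowest adjusted p was 0.159 and 0.33. None held under an estimated correlation between genes either, where it was 0.685 and 0.641. The proteasome, oxidative phosphorylation, adipocyte, inflammatory cytokine, antioxidant and TGFb matrix lists did not pass in camera, with adjusted p from 0.327 to 0.972 in PNx against Control and from 0.409 to 0.975 in PNx+NaKtide against PNx. In PNx against Control, against 0.36 for all genes, the TGFb matrix list was directed downwards in camera with a median of 1.14, and the antioxidant list downwards with 0.28. The adipocyte list was directed upwards in camera and downwards in fry, with a median of 1.53. In PNx+NaKtide against PNx, against -0.37 for all genes, the antioxidant list was directed upwards with a median of -0.26. The oxidative phosphorylation and inflammatory cytokine lists were also directed upwards, although their medians of -0.37 and -0.42 were not above that of all genes. MHC class I presentation had a median of 0.02 and a mean of -0.01 there.

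PNx replicate 6 carried several of these medians. Without it, the median in PNx against Control was -1.14 for the adipocyte list, -0.31 for TGFb matrix, -0.53 for antioxidant, -0.33 for oxidative phosphorylation and -0.16 for proteasome, against 0.02 for all genes. Camera then directed the first 4 of these downwards, with adjusted p of 0.00648, 0.0802, 0.00648 and 0.0232. In PNx+NaKtide against PNx the same 5 medians became 0.81, 0.16, 0.54, 0.40 and 0.23 without it, against -0.11 for all genes, and all but TGFb matrix passed in camera, with adjusted p of 0.0216, 0.00304, 0.00061 and 0.098. The inflammatory cytokine list had medians of 0.36 and 0.54 without PNx replicate 6 and did not pass. The camera calls of the 4 lists named first held without each single library, except ubiquitin ligation in PNx+NaKtide against PNx (adjusted p = 0.18 without PNx replicate 6). Leaving out 1 library at a time cannot test what PNx replicates 1, 2 and 3 carry together. Cilium assembly summed to 782, 470 and 850 CPM in them, and to 172, 208 and 284 CPM in PNx replicates 4, 5 and 6. For cell cycle the sums were 798, 698 and 805 CPM against 444, 410 and 428 CPM. MHC class I presentation stood at 589, 579 and 797 CPM against 1040, 1456 and 2191 CPM. Ubiquitin ligation was high in PNx replicate 6 as well (1356 CPM). The proteasome list passed in PNx against Control without PNx replicate 1 (adjusted p = 0.0589) or 2 (0.0291). The adipocyte list passed in PNx+NaKtide against PNx without PNx replicate 2 (0.0621) or PNx+NaKtide replicate 1 (0.0866). The camera directions of the adipocyte, TGFb matrix, oxidative phosphorylation and proteasome lists changed without single libraries in both comparisons, and that of the inflammatory cytokine list in PNx against Control. These fits were chosen after seeing the data.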

Values the study reported

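The study worked with 6 mice per group and described 16,057 genes left after its filter on total counts. For PNx and Control it gave 725 genes as lower and 4766 as higher at an unadjusted p of 0.05. With a Benjamini-Hochberg adjusted p of 0.1 it gave 5876 genes as lower and 1148 as higher. It found that 3 of the 6 PNx animals were set apart from the rest in its clustering. It described the phenotype of these 3 animals as quite pronounced. Its gene set enrichment analysis listed 115 KEGG pathways as altered by renal failure, all at an unadjusted p under 0.1.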

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

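No test in this part was chosen only after its result was seen, and the lists and genes were those described under processing. A library was singled out when its gap to the nearest library of its group, divided by the range of the group, exceeded the 95% limit of Dixon's test for 6 values. Chance gives this in about 1 in 20 groups. Here 30 of 172 groups (17.4%) exceeded it, with 11 in NaKtide replicate 6 and 10 in PNx replicate 6. The measures are not independent, since several lists come from the same libraries.

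In PNx replicate 6 the gap ratio was 0.966 for the adipocyte list (13849 CPM, against 413 to 874 CPM in the other 5 libraries), 0.984 for endothelium (1058 CPM), 0.982 for erythrocytes (2260 CPM), 0.917 for TGFb matrix (1746 CPM), 0.896 for liver (136 CPM), 0.819 for antioxidant (2474 CPM) and 0.661 for Y-linked genes (34.6 CPM). It was 0.74 for Tlr4, 0.668 for Chuk and 0.636 for Creb1, which was lowest there. In NaKtide replicate 6 the ratio was 0.993 for skeletal muscle (6009 CPM, against 69.2 to 111 CPM), 0.939 for the adipocyte list (7648 CPM), 0.896 for erythrocytes (238 CPM), 0.89 for endothelium (516 CPM), 0.855 for B cells (135 CPM), 0.824 for TGFb matrix (871 CPM), 0.778 for liver (131 CPM) and 0.734 for testis germ cells (651 CPM). There it was also 0.901 for Adipoq (165.5 CPM), 1 for Prkca, which had no count in the other 5 libraries, and 0.69 for the percent of counts in genes with an opposite-strand gene (86.5%).

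A technical explanation for the adipocyte values of both libraries is that more reads of the gene's own strand entered their counts. Relative to the ribosomal protein counts, which would rise along with it, the lower of the 2 libraries stood at 1.14, and the highest of the other libraries was PNx replicate 1 with 0.333, which argues against that explanation. Different tissue in these samples may be the source and stays open, as does a difference between the animals. Fabp4, with no opposite-strand overlap, was highest in PNx replicate 6 (1662 CPM), and Myh4 in NaKtide replicate 6 (1819 CPM). A biological effect of the treatment was not tested for single libraries.

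The remaining values were 0.868 for erythrocytes (141 CPM) and 0.705 for Chuk in Control replicate 1, 0.681 for Mgme1 in NaKtide replicate 1, and 0.772 for mesothelium (272 CPM) in PNx replicate 5. In PNx+NaKtide replicate 1 the ratio was 0.665 for inflammatory cytokines (244 CPM), 0.639 for erythrocytes (53.2 CPM) and 0.636 for the adipocyte list (2131 CPM). In PNx+NaKtide replicate 5, which was lowest, it was 0.777 for oxidative phosphorylation (722 CPM) and 0.647 for fibroblast progenitors (23.8 CPM). No explanation was tested for these.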

How the results depend on the processing

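The testis list as a covariate, the restriction to genes with or without an opposite-strand gene, the fit without robust estimation, the shares for genes called by DESeq2, by voom or at an unadjusted p under 0.05, and the fits without single libraries beyond those planned were chosen after seeing the data. Unless stated otherwise the cause of a change was not tested.

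In PNx against Control (20 genes) the count was 8696 with DESeq2 size factors, 4102 with library size scaling, 1 without a filter, 2159 with filterByExpr, 7764 with DESeq2 and 16654 with voom sample weights. It was 0 in the fit on the compared groups, 40 on log2(FPKM + 1) and 7 on log2(FPKM + 0.1). It was 0 with the testis covariate, 0 for genes without and 206 for genes with an opposite-strand gene, and 0 at an adjusted p under 0.05, which all 20 genes exceed. Leaving out single libraries gave 0 to 7213, and the fit without robust estimation gave 21. The scaling moved the median log2 fold change of all genes from 0.36 to 0.76 with DESeq2 size factors and to 0.70 with library size. voom gave PNx replicates 4, 5 and 6 sample weights of 0.243, 0.242 and 0.17, so its result rests mainly on the other PNx libraries.

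In PNx+NaKtide against PNx (0 genes) the count was 1514 with DESeq2, 11479 with voom, 4 on each FPKM scale and 11 with the testis covariate, and 0 under the other settings and whichever library was left out. NaKtide against Control gave 3 with DESeq2, 2 with voom, 1 on log2(FPKM + 1) and 2 on log2(FPKM + 0.1). PNx+NaKtide against NaKtide gave 2 with DESeq2 and 1 on log2(FPKM + 0.1). PNx+NaKtide against Control gave 33 with DESeq2, 314 with voom, 84 in the fit on the compared groups, 33 on log2(FPKM + 1), 6 on log2(FPKM + 0.1), 15 with the testis covariate and 0 to 1 without single libraries. The interaction gave 94 with DESeq2, 6662 with voom and 0 to 1 without single libraries.

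The share of called genes of opposite sign was 82.5% on log2(FPKM + 1), 85.7% on log2(FPKM + 0.1) (7 genes) and 98.8% to 100% under the other settings that called genes. It was 97.0% to 98.9% without the single libraries that left any call, and 97.5% for genes at an unadjusted p under 0.05. It was added after seeing the data for library size scaling, log2(FPKM + 0.1), genes with an opposite-strand gene and the fit without robust estimation. It has no value where no gene was called. The correlation of the nephrectomy effect (0.221) was 0.373 with filterByExpr, 0.382 for the called genes and 0.108 to 0.338 without single libraries. The difference in spread kept its direction and its side of the threshold under its 4 alternatives. The signalling genes gave 5 calls with DESeq2 size factors, 2 with library size, 2 with filterByExpr, 4 with DESeq2, 7 with voom and 0 to 3 without single libraries. The 4 gene lists of each comparison fell to 0 under fry and 0 with an estimated correlation.

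Of 544 values of named genes under alternatives, 454 kept direction and side of the threshold, 38 gained a call, 40 lost it and 12 changed sign. Creb1 ranged from -0.058 to 0.29 and from -0.12 to 0.16 without single libraries. Tlr4 was -0.17 and 0.30 with voom. With the testis covariate Nos3 was -0.58 and 1.06, and Cdkn1a was 0.091 in PNx+NaKtide against PNx.

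The replicate numbers were not taken to pair the samples, since not every pair of same-numbered libraries deviated together with a correlation over 0.1. Between 2 of 6 pairs (Control and NaKtide) and 5 of 6 pairs (NaKtide and PNx) did. For NaKtide and PNx the median correlation was 0.45 for the same number and -0.163 for other numbers, and for PNx and PNx+NaKtide (4 of 6 pairs) it was 0.522 and -0.391. With the replicate block, PNx against Control gave 1 gene, the interaction gave 2 and Creb1 in PNx+NaKtide against PNx was 0.027. Dbndd1, Mgme1 and Rnd2 had an edgeR adjusted p of 0.141 under it.

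Depth limits the genes of few counts: Prkca had no count in 12 of 24 libraries and Tlr4 in 8.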

Other observations

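The tests on antisense genes and on mitochondrial genes, and the measures used below against genomic DNA and against mitochondrial RNA of the minus strand, were chosen only after the result was seen. The comparison of the testis list with the other lists, and the own-strand share without single libraries, were also chosen after the result was seen. The testis germ cell list and its use as a covariate were added after other results had been seen.

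Of the 100 genes with most counts, 96 overlapped a gene on the opposite strand. Cep85 and Gm26880, the 2 genes with most counts (1110857 and 525954), did not. They were named after their values were seen. A candidate explanation is that reads were counted on the strand opposite to the gene. In annotated antisense pairs the antisense gene was higher in 69.2% of pairs, and the minus-strand mitochondrial mRNA exceeded the plus-strand mRNAs 67.6-fold. The planned test on ribosomal protein genes did not decide: the opposite gene was higher in 9 of 17 pairs, where nearly all had been predicted. These 9 pairs share a median of 373 exon bases and the other 8 share 158. Reads of genomic DNA would fall on both strands alike, and the lowest mitochondrial ratio of any library, 21, argues against them as the cause. An excess of mitochondrial minus-strand RNA alone would leave nuclear genes unexplained. Of the 98 nuclear genes among the 100 of most counts, 94 also overlap an opposite gene. These genes are part of the observation itself, so they are not a separate test. The rest of the counts would then be reads of the gene's own strand that entered by leakage, and no read was examined here. The counts of Cep85 and Gm26880 are not accounted for.

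Libraries of every group held RNA of epididymis genes, with Gpx5 at a median of 475 CPM and Adam7 at 276 CPM, although the labels name adipose tissue only. Relative to ribosomal protein counts the highest library exceeded the lowest 55.1-fold. The lowest values were 0.0079 in NaKtide replicate 6, 0.0137 in PNx replicate 1 and 0.0159 in PNx replicate 6. For these libraries the range argues against differing leakage of own-strand reads as the cause. In the remaining libraries the ratio lay between 0.149 (PNx replicate 2) and 0.435 (PNx+NaKtide replicate 3), and leakage stays open there. Tissue next to the fat that was sampled along with it may be the source. How many of these genes adipose tissue itself expresses was not examined. None of the 15 epididymis and 20 testis germ cell genes is in another list.

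PNx replicates 1, 2 and 3 stood apart on the first component. After thinning all libraries to 679250 counts the lowest of these libraries had a score of 157 and the highest of the other 21 had 56.6, which argues against sequencing depth. Testis tissue in the sample may be the source, but the test, written before the values of the testis germ cell list were seen, did not decide. That list relative to ribosomal protein counts was 0.366, 0.226 and 0.239 in PNx replicates 1, 2 and 3, so 3 of 3 exceeded the highest other library (0.149, NaKtide replicate 6, where Sycp3 carried the list). The measure is not specific to testis, since 12 of 29 lists put these libraries above all others relative to ribosomal protein counts. Among them were kidney (0.21, 0.281 and 0.122), brown fat, T cell and oxidative phosphorylation. PNx replicates 2 and 1 also had the lowest ribosomal protein sums (2105 and 2235 CPM). In CPM the testis germ cell list was higher in PNx replicate 6 (639) and NaKtide replicate 6 (651) than in PNx replicate 2 (475). In CPM 5 of 29 lists put the same libraries above all others, namely sperm, cilium assembly, cell cycle, brown fat and T cell. Hspa2 and Clgn, 2 abundant genes of the list, peaked in PNx replicate 3 with 133.5 and 123 CPM. The sperm list relative to ribosomal protein counts was 0.733, 0.565 and 0.547 in these libraries. Testis tissue, other tissue and an effect of nephrectomy in these animals cannot be told apart by these sums, which rose in lists of several tissues and processes. The study described a pronounced phenotype in the 3 PNx animals that it found apart, and phenotypes were not examined here.

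With the testis list as a covariate, 1103 genes (4.22%) had an unadjusted p under 0.05 in PNx against Control, in place of 6636. The median over 100 splits of the libraries was 969 without the covariate. A covariate that is high in PNx replicates 1, 2 and 3 would remove a difference carried by these libraries whatever its cause, so testis tissue and treatment cannot be told apart by it. On the log2 scale the covariate was 9.23, 8.79 and 9.37 in these libraries, 8.85 in PNx replicate 6 and highest, at 9.39, in NaKtide replicate 6.

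At an unadjusted p under 0.05 in edgeR, 4838 genes were higher and 1798 lower in PNx, while all 20 called genes were lower. A differing leakage of own-strand reads could give the excess of higher genes. The own-strand share of reads in ribosomal protein pairs was 15.6% ± 6.22 (SD, n = 6) in PNx and 11.2% ± 2.77 (SD, n = 6) in Control, with an exact two-sided permutation p of 0.134. PNx replicate 6 had the highest share (25.9%), and without it the PNx mean was 13.5% and the difference fell from 4.41 to 2.36 percentage points (exact permutation p = 0.268). Without PNx replicate 4 the difference was 5.89 (exact permutation p = 0.039), and without any other single library the exact p lay between 0.0974 and 0.242. Genes without an opposite gene had a median log2 fold change of 0.51 and genes with one 0.03. The median of all genes, 0.36, was 0.02 without PNx replicate 6. With 6 libraries per group the leakage and the treatment cannot be told apart, since the shares overlap between the groups.

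Chance could not be excluded for the edgeR counts below, and the counts of DESeq2 and voom were not compared over other splits. Each number of splits includes the real one. For PNx against Control, 14 of 100 splits of the 12 libraries gave at least 20 genes, with up to 9642, and 15 gave as many genes at an unadjusted p under 0.05. For the latter count, 22 of 100 splits gave as many in PNx+NaKtide against PNx, 17 in NaKtide against Control, 41 in PNx+NaKtide against NaKtide, 11 in PNx+NaKtide against Control and 19 for the interaction.

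The filter left 26116 genes. That is higher than the number quoted from the study above. At an unadjusted p under 0.05 in edgeR, 1798 genes were lower in PNx. That is higher than the number quoted from the study above. At the same p 4838 genes were higher in PNx in edgeR. That is close to the number quoted from the study above. DESeq2, the tool the methods of the study name, gave 7723 genes as higher and 1123 as lower at this p. Both are higher than the numbers quoted from the study above. Past the adjusted threshold DESeq2 called 6861 genes as higher and 903 as lower in PNx. The first is higher and the second lower than the number quoted from the study above. The quoted numbers themselves lean towards higher genes at the unadjusted p and towards lower genes at the adjusted p, so the difference in direction rests on the adjusted numbers as quoted. With their directions exchanged, the DESeq2 counts would lie near them. With 6636 genes at an unadjusted p under 0.05, edgeR called 20 genes as lower and 0 as higher. Both edgeR counts of called genes are lower than the numbers quoted from the study above. The study names another accession for its reads than that of these data, so it was not established that both rest on the same libraries.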
